# The Chromatin Remodeling Factor CHD5 Is a Transcriptional Repressor of *WEE1*

**DOI:** 10.1371/journal.pone.0108066

**Published:** 2014-09-23

**Authors:** Jinhua Quan, Guillaume Adelmant, Jarrod A. Marto, A. Thomas Look, Timur Yusufzai

## Abstract

Loss of the chromatin remodeling ATPase CHD5 has been linked to the progression of neuroblastoma tumors, yet the underlying mechanisms behind the tumor suppressor role of CHD5 are unknown. In this study, we purified the human CHD5 complex and found that CHD5 is a component of the full NuRD transcriptional repressor complex, which also contains methyl-CpG binding proteins and histone deacetylases. The CHD5/NuRD complex appears mutually exclusive with the related CHD4/NuRD complex as overexpression of CHD5 results in loss of the CHD4 protein in cells. Following a search for genes that are regulated by CHD5 in neuroblastoma cells, we found that CHD5 binds to and represses the G2/M checkpoint gene *WEE1*. Reintroduction of CHD5 into neuroblastoma cells represses *WEE1* expression, demonstrating that CHD5 can function as a repressor in cells. A catalytically inactive mutant version of CHD5 is able to associate with a NuRD cofactor but fails to repress transcription. Our study shows that CHD5 is a NuRD-associated transcriptional repressor and identifies *WEE1* as one of the CHD5-regulated genes that may link CHD5 to tumor suppression.

## Introduction

Chromodomain helicase DNA binding protein 5 (CHD5) is a chromatin remodeling factor and a member of the SNF2-like family of ATPases [1]–[4]. CHD5 is preferentially expressed in the vertebrate nervous system and disruption of its expression levels leads to neural tube defects in mice [5], [6]. In adults, expression of CHD5 is frequently lost in a variety of cancers either due to deletions of chromosome 1p36.3 [7]–[9] or due to CHD5 promoter CpG-hypermethylation [10], [11]. Loss of CHD5 is correlated with a poor prognosis in neuroblastoma tumors, and neuroblastoma cells that express CHD5 are more responsive to treatment than those that do not express CHD5 [12]. Similarly, low expression of CHD5 in pancreatic cancers correlates with lower survival following chemotherapy [13].

While the links between CHD5 and cancer progression are rapidly emerging, the role of CHD5 in cells remains poorly understood. CHD5 is most closely related to the widely expressed chromatin remodeling ATPase CHD4 (also known as Mi-2beta), which is a subunit of the Nucleosome Remodeling and Deacetylase (NuRD) complex [14]–[17]. The NuRD complex contains two catalytic activities, ATP-dependent chromatin remodeling and histone deacetylation, and is generally involved in repressing transcription (reviewed in [18]). The CHD4-containing NuRD complex consists of the CHD4 ATPase, the histone deacetylases HDAC1 and 2, the histone-binding proteins RbAP46/48, the methyl-CpG-binding domain proteins MBD2 or MBD3, p66a and p66b (also known as GATAD2A and GATAD2B), and the metastasis-associated (MTA) proteins MTA1, MTA2, and MTA3. While the precise distribution of subunits across NuRD complexes is not well understood, multiple complexes have been shown to exist that contain some combination of the core subunits. For example, NuRD complexes have been isolated that contain either MBD2 or MBD3 but not both [19].

In contrast to CHD4, little is known about the interacting partners and cellular role of CHD5. CHD5 from rats has been shown to interact with some subunits of the NuRD complex, suggesting that CHD5 may also be part of a NuRD-like complex and, therefore, repress transcription [20]. In addition, CHD5 was reported to be enriched at promoters of specific genes, further supporting a role for CHD5 in transcriptional regulation [5], [20], [21]. Whether CHD5 is part of a full NuRD complex in human cells and whether its ATPase activity is required to regulate transcription has not been shown. It is also unclear why cells of the sympathetic nervous system express both CHD4 and CHD5, but recent evidence indicates that these proteins may play distinct functions. A study characterizing the chromatin remodeling activity of CHD5 found it remodels nucleosomes through a distinct unwrapping activity that is not readily observed for CHD4 [4]. Whether the differences in the cellular roles of CHD4 and CHD5 are due to differences in the manner that CHD4 and CHD5 remodel nucleosomes or whether they reflect other, unknown features of the two ATPases is still not known. In this study, we found that CHD5 interacts with the full NuRD complex in human cells and appears to compete with CHD4 for incorporation into the complex. We also found that CHD5 represses transcription of *WEE1*, in both neuroblastoma and pancreatic cancer cell lines. Moreover, the CHD5 protein can be detected at the *WEE1* promoter in pancreatic cancer cells that express endogenous CHD5. Finally, a mutant version of CHD5 that is unable to remodel chromatin can associate with other NuRD subunits but does not fully repress *WEE1* transcription. In summary, our study shows that human CHD5 functions as a bona fide transcriptional repressor and identifies a CHD5-dependent transcription pathway in cancer cells.

## Materials and Methods

### Analysis of the CHD5/NuRD complex

The cDNAs of CHD5 (Open Biosystems) and CHD4 (DF/HCC DNA Resource Core) were subcloned into pOZ-N, which expresses the cDNAs as FLAG/HA N-terminal fusions [22]. HeLa S3 cell lines that stably express pOZ-N-CHD5 were generated, and CHD5 complexes were purified by tandem affinity purification as described [22]–[24]. The purified material was analyzed by mass spectrometry at the Blais Proteomics Center at the Dana-Farber Cancer Institute in order to identify co-purifying factors. The list of potential binding partners was filtered to remove proteins identified with a frequency>1% across a large set of negative control TAPs. In addition, we required that at least one peptide of the reported protein partner could be matched unambiguously to a single gene [25].

Protein interactions were confirmed by anti-FLAG co-immunoprecipitation followed by western blotting. HEK293T-derived Phoenix A cells grown in 10 cm dishes were transiently transfected by CaPO4 [22] with the empty pOZ-N vector, or pOZ-N containing the human cDNA for CHD4 (pOZ-N-CHD4), wild-type CHD5 (pOZ-N-CHD5), or mutant CHD5 (pOZ-N-mutCHD5). Two days after transfection, the cells were collected, washed with 1X PBS, and lysed in Lysis Buffer [20 mM Tris-Cl, pH 7.6, 0.15 M NaCl, 1.5 mM MgCl2, 0.2 mM EDTA, 1% Triton X100, 1 mM DTT, 0.2 mM PMSF, 0.5 mM benzamidine]. The insoluble material was pelleted by centrifugation, and the extract was pre-cleared by incubation with IgG Sepharose 6 (GE Lifesciences) for 1 hour followed by a brief centrifugation to remove the resin. A sample of the extract was saved and the remainder of the extract was incubated with anti-FLAG resin (Sigma) for 3 hours. The resin was pelleted and washed three times with Lysis Buffer, and the proteins eluted in NuPage Sample Buffer (Life Technologies). An aliquot of the initial extract and the immunoprecipitated samples were resolved by SDS-PAGE. Western blotting was carried out using the following commercial antibodies: anti-CHD4 (SAB4200107; Sigma), anti-CHD5 (sc-271248; Santa Cruz Biotech.), anti-MTA2 (PA1-41581, Thermo Sci.), anti-HDAC1 (sc-7872, Santa Cruz Biotech.), anti-RbAP46/48 (4633, Cell Signaling Tech.), anti-MBD3 (sc-9402, Santa Cruz Biotech.), and anti-histone H3 (4499, Cell Signaling Tech.).

Nuclear and pellet extracts were prepared as previously described [26], [27] from PANC-1 cells that stably express pOZ-N-CHD5 or pOZ-N-mutCHD5. Briefly, isolated nuclei were resuspended and incubated for 30 min in a high-salt buffer containing 20 mM Hepes-K+, pH 7.6, 0.42 M KCl, 1.5 mM MgCl2, 20% glycerol, 0.2 mM EDTA, 1 mM DTT, and then centrifuged at 16000×g for 15 min to pellet the insoluble material. The pellet was resuspended by Dounce homogenization in a buffer containing 20 mM HEPES-K+, pH 7.6, 5 mM MgCl2, 20% glycerol, 0.2 mM EDTA, 1 mM DTT, and 1 mM CaCl2. The extract was then incubated with MNase (1 u/µl; Worthington) for 30 min at room temp, and centrifuged at 16000×g to remove any remaining insoluble material. The supernatant was collected and the volume adjusted so that the final volumes of the soluble and pellet extracts were the same. An equal aliquot was used in western blotting with the indicated antibodies and scanned using an Odyssey scanner (LiCor).

### Chromatin immunoprecipitation (ChIP)

Anti-CHD5 rabbit polyclonal antibodies were generated against a bacterially-expressed, recombinant fragment of CHD5 that is not conserved with other remodeling factors (Covance Research). Crosslinked chromatin was made by treating PANC-1 [35] and KELLY [34] cells with 1% formaldehyde for ∼30 min followed by nuclei extraction and sonication [30]. A sample of the soluble, crosslinked chromatin was uncrosslinked, deproteinized and resolved by agarose gel electrophoresis. Average DNA fragments were ∼700 bp. The concentration of the soluble chromatin was estimate by A260 and 140 ug of chromatin was used per IP with 40 µg of anti-CHD5 serum, pre-immune serum or anti-pol II antibodies (05-952, Millipore). The antibody-bound fragments were precipitated, uncrosslinked, and the DNA fragments purified as described [28]. Quantitative PCR of the *WEE1* locus or distal sites were performed in quadruplicate reactions using a SYBR green mix (Thermo). The primers used for the ChIP analyses are listed in Table S1. The ChIP assays were each performed at least three independent times. The enrichment values were calculated using the 2-ddCt comparing bound v. input or bound (antibody) v. bound (pre-immune) with normalization to a distal intergenic locus of chromosome 1.

### Quantitative RT-PCR

HEK293T-derived Phoenix A cells were grown in 10 cm dishes in DMEM (with 10% FBS/1% pen-strep) and transiently transfected by CaPO4. For the assay to monitor the levels of CHD4 protein, 0, 2, 5, 10, or 15 µg of pOZ-N-CHD5 DNA were transfected, and the empty pOZ-N plasmid was co-transfected (15, 13, 10, 5, 0 µg, respectively) so that the total amount of DNA in each transfection totaled 15 µg. After two days, the cells were harvested and split into two. Half of the cells were used to make whole cell extracts for western blotting (as described above) and the other half of the cells were used to extract total RNA using the RNeasy kit (Qiagen) with a DNaseI digestion step. For the assays used to monitor *WEE1* expression, we transfected approximately 0, 5, and 15 µg of the pOZ-N-CHD5 with co-transfection of the empty pOZ-N plasmid as described above. The KELLY cells were grown in RPMI (with 10% FBS/1% pen-strep) and transfected with 15 µg of pOZ-N-CHD5 using Lipofectamine 2000 (Life Technologies). The transfection efficiency of the KELLY cells varied, and was monitored by parallel transfection assays using a beta-gal reporter. PANC1 cells were grown in DMEM (with 10% FBS/1% pen-strep) and transfected with a scrambled, nontargeting control siRNA (IDT) or siRNAs that target human CHD5 [set 2:GCAUGUCAACGGGAAGUACAGCACC; set 6:AGUGUAAAGGGAAGCGGAAGAAGAA (IDT)].

The microarray analysis of KELLY cells transiently transfected with pOZ-N or pOZ-N-CHD5 was performed at the DFCI Microarray Core Facility using Human Gene 1.0 ST Arrays (Affymetrix). The raw data have been deposited and are publically available at NCBI [GEO Accession: GSE59899].

The RT-PCR reactions were carried out using 1 ug of total RNA with M-MuLV reverse-transcriptase (New England Biolabs) and SYBR FAST qPCR mix (Kapa Biosystems). The primer-sets to detect CHD5 transcripts were: Forward 5’- TGCTTAAAGGAGCCCAAGTC, Reverse 5’-TTGGTCAGCGTGTGGTAATC. The CHD4 primer-sets were based on those previously published (CHD4 set 1 in [29]). Standard curves were performed using these two primer-sets with CHD4 and CHD5 cDNAs to ensure comparable amplification efficiencies and no cross-amplification. The 5S rDNA transcript was used as an internal control with primer-sets previously reported [30]. The values from the quantitative RT-PCR assays were compared using the 2∧-ddCT method.

For the cell viability assay, KELLY cells were transfected with pOZ-N or pOZ-N-CHD5. Two days after transfection, the cells were counted and re-plated (Day 0) in media containing 2 mM of a WEE1 inhibitor (Cat: 681641, EMD Millipore) for an additional two days. The media was changed to fresh media with inhibitor and the cell viability was estimated on the indicated days using CellTiter-Glo (Promega).

## Results and Discussion

### Human CHD5 is a subunit of the full NuRD complex

To explore the role of CHD5 in cells, we purified the native CHD5-containing complex from a human cell-line and identified the binding partners of CHD5. For this analysis, we established a HeLa S3 cell line that stably expresses a FLAG/HA-tagged copy of human CHD5 and purified the CHD5 complex by tandem affinity purification. We then identified the CHD5-associated proteins by mass spectrometry [22], [31], [32]. Enrichment analysis [33] revealed that the set of 122 proteins that specifically co-purify with CHD5 is strongly enriched for GO-terms associated with the NuRD complex (log odds ratio 2.4, P_adj_<0.001). We found that the core members of the NuRD transcriptional repressor complex, with the exception of CHD4, were present in the FLAG/HA-CHD5 complex, including MTA1, MTA2, MTA3, HDAC1, HDAC2, MBD2, MBD3, RbAP46/48, and p66a/b (Figure S1). These results are consistent with the findings of Potts et al. [20], but also suggest that CHD5 and CHD4 might associate with NuRD in a mutually exclusive manner. To confirm the interaction between CHD5 and the subunits of the NuRD complex, we transiently transfected a HEK293T-derived cell line, which expresses endogenous CHD4, with plasmids expressing either FLAG-tagged CHD5 or FLAG-tagged CHD4. Following transfection, the epitope-tagged proteins were immunoprecipitated from whole-cell extracts, and the co-precipitating factors were analyzed by western blotting (Figure 1A). We found that both CHD4 and CHD5 interact with the same set of NuRD subunits but do not associate with each other, as no CHD4 was detected in the CHD5-containing complex isolated from HeLa cells or following immunoprecipitation of CHD5 from transiently transfected HEK293T-derived cells.

**Figure 1:**
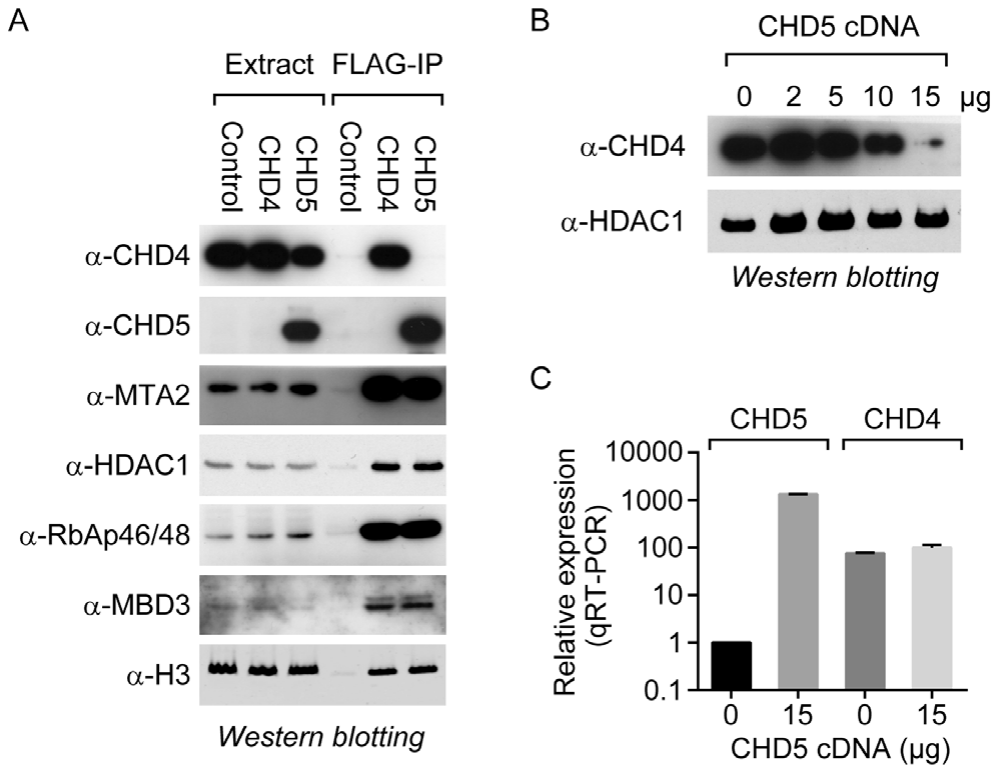
CHD5 co-purifies with the NuRD transcriptional repressor complex. (A) FLAG-tagged CHD4 and CHD5 were immunoprecipitated from a transiently transfected HEK293T-derived cell line, and the samples were analyzed by western blotting using the indicated antibodies. The empty vector was also transfected in parallel [Control]. (B) The HEK293T-derived line was transiently transfected with increasing amounts of the CHD5-expression plasmid. An empty vector was included where necessary to keep the final amount (15 µg) of transfected plasmid constant. Following transfection, cell extracts and RNA were prepared to measure CHD4 levels by western blotting and CHD4 and CHD5 mRNA levels by qRT-PCR.

The finding that both CHD5 and CHD4 interact with the same set of cofactors suggests that these two enzymes might compete for interaction with the complex in cells that express both proteins. To test this hypothesis, we overexpressed CHD5 by transiently transfecting HEK293T-derived cells with increasing amounts of a CHD5 expression plasmid or an empty vector, and monitored the levels of CHD4 protein by western blotting. We found that overexpression of CHD5 results in an almost complete loss of CHD4 protein in cells, while the levels of HDAC1, a core member of the NuRD complex, remain unaltered (Figure 1B). Thus, the NuRD complexes in these cells appear to convert from CHD4-containing to CHD5-containing. To determine whether the reduction in the levels of CHD4 protein following overexpression of CHD5 is due to silencing of the *CHD4* gene, we measured the *CHD4* mRNA levels by quantitative RT-PCR. Following transfection of the CHD5 cDNA, we found that the levels of *CHD4* mRNA increased slightly, indicating the reduction in CHD4 is not due to inhibition of *CHD4* transcription (Figure 1C). We believe that the loss of CHD4 observed upon CHD5 overexpression is due to the competition between CHD4 and CHD5 for binding to the NuRD complex, which could result in exclusion of CHD4 from the complex, leading to its instability.

### CHD5 represses transcription of *WEE1*

The interaction of CHD5 with the NuRD complex suggests that CHD5 might be involved in transcriptional repression. It also raises the possibility that loss of CHD5 during neuroblastoma progression disrupts specific transcriptional pathways involved in cell growth. To identify a candidate gene regulated by CHD5, we reintroduced CHD5 in a neuroblastoma cell line and performed pilot microarray analyses. For this study we chose KELLY cells [34], which we found do not express CHD5 and have a higher efficiency of transfection (<30%) when compared with other neuroblastoma cell lines. We transfected KELLY cells with a control vector or a vector containing the human CHD5 cDNA and, two days after transfection, compared the expression levels of multiple genes using microarrays. 

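RNA from KELLY cells, a human neuroblastoma line that carries extra copies of the MYCN oncogene, was compared 2 days after transfection on 2 Affymetrix Human Gene 1.0 ST arrays. The cells of 1 array had received the empty pOZ-N vector and the cells of the other had received the same vector with the human CHD5 cDNA. Each of the 33252 probe sets of an array is a group of short DNA probes that are read together as 1 intensity, and 19460 of them name a single gene in the array's annotation, which gave values for 18417 genes. The deposited values are intensities on a linear scale, with a median of 296 on the empty vector array and 272 on the CHD5 array and a highest value of 17623 and 17585. The lowest value, 1, was reached by 48 and 42 probe sets. The background correction, the summary of the probes and the scaling between the arrays that the authors used are not given in the sources used here, so the intensities were used as deposited, as log2(intensity + 1), and the probe sets of a gene were averaged on that scale. A gene was kept when the higher of its values reached the median of all genes on the same array, an intensity of 402 for the vector and 393 for CHD5, which left 9605 genes. This filter is a rank among genes and not a detection limit. A difference whose lower value lies below it is called a bound, in case that reading is background. Noise can still move such a difference either way. Across all probe sets the log2 values of the arrays had a correlation of 0.987. There was 1 array per condition, so a difference has no replicate check, no p-value can be given and the number of arrays limits the precision of every value.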

The raw data have been deposited at NCBI [GEO Accession: GSE59899]. 

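The transfected gene itself stood furthest apart. The probe set for CHD5 had an intensity of 298 with the empty vector and 3554 with the CHD5 cDNA, a log2 difference of 3.57. The vector value is below the signal filter and the paper found no CHD5 expression in KELLY cells, so CHD5 is given as at least 11.9-fold higher as deposited. IL2RA, the surface marker that pOZ vectors carry beside the cDNA, read 4490 with the empty vector and 3200 with CHD5, a log2 difference of -0.49. MYCN was nearly level, at 9175 and 8929. Of the 9605 genes kept, 9534 (99.3%) lay within 1.5-fold on the arrays, 40 were at least 1.5-fold higher with CHD5 and 31 at least 1.5-fold lower. When each array was centred on its median these counts were 61 and 23, with quantile normalization 70 and 26, and after the loess correction 54 and 34, so the share of higher genes among them went from 56.3% to 72.6%, 72.9% and 61.4%. It was 48.9% with no signal filter and 47.8% with the filter at the 75th percentile. As deposited, CHD5 was the 1 gene at least 2-fold higher, and OR51V1, an olfactory receptor gene, the 1 gene at least 2-fold lower. IFTAP, at a log2 difference of 0.92, was also above 2-fold with quantile normalization (1.03) and after the loess correction (1.01).
Groups of genes were compared by the median of their log2 differences, and by the percentile of that median among 10000 random lists of the same size and similar signal, which describes these 2 arrays alone. The random lists were not matched on chromosome or probe composition, so a technical shift tied to either stays open for every list. As a base rate for the counts below, 3881 of the 9261 protein-coding genes kept were lower with CHD5. Shifts were also seen across whole chromosomes, where the median of the kept genes ranged from -0.06 (chromosomes 19 and 22) to 0.12 (chromosome 4). No kept member of any list reached 1.5-fold as deposited. Genes of DNA replication and S phase tended to be brighter with CHD5, 19 of 23 being higher, with a median of 0.17 (percentile 99.7). Among them were CCNE2, a cyclin of S phase entry (0.44), GMNN, the replication licensing inhibitor geminin (0.44), SLBP, which binds histone mRNAs (0.38), and GINS2, a part of the replicative helicase (0.37). Mitosis genes had a median of 0.17 (percentile 99.3), with 16 of 21 higher, including CENPE, a kinetochore motor (0.42), and the spindle checkpoint kinases BUB1 (0.41) and TTK (0.40).
Heat shock proteins had a median of 0.19 (percentile 99.8), with 9 of 11 higher. HSPA4L, an HSP110 family chaperone, had the largest difference of that list (0.58, and 0.62, beyond 1.5-fold, with each array centred on its median), followed by the co-chaperones DNAJA1 (0.27) and DNAJB1 (0.26). Genes of cholesterol synthesis had a median of 0.20 (percentile 99.7), with 13 of 15 higher, among them SC5D (0.38) and NSDHL (0.35), enzymes of its late steps, and genes of ribosome biogenesis and growth linked to MYCN had a median of 0.14 (percentile 98.3), with 12 of 14 higher, among them POLR1B, a subunit of RNA polymerase I (0.25). The percentile for cholesterol synthesis was 95.9 with the filter at the 75th percentile of signal, and that for ribosome biogenesis was 96.8 with no filter and 95.9 against random lists not matched on signal. For endoplasmic reticulum stress the median was 0.13 (percentile 93.5), with 10 of 12 genes higher, including the chaperone HSPA5 (0.31).
p53 targets went both ways, 7 of 13 being higher, with a median of 0.03 (percentile 53.3): TIGAR, a regulator of glycolysis, differed by 0.42 and the apoptosis gene BBC3 by -0.32. Apoptosis genes had a median of 0.09 (percentile 78.3), with PMAIP1, which encodes NOXA, at 0.41 and BCL2 at -0.25. Of 21 measured interferon response genes 3 were kept, ISG15 (-0.34), IRF7 (-0.34) and IFI6 (0.10), with a median of -0.34 (percentile 1.95). The CHD5 value of IRF7 is below the signal filter, so its difference is a bound, but the median is the value of ISG15. Over all 21 genes the median was -0.11 (percentile 47.0). Immediate early genes had a median of -0.04 (percentile 25.3), with EGR1 at -0.26. Genes of noradrenergic neuroblastoma identity had a median of -0.03 (percentile 1.68), 11 of 17 being lower, among them the noradrenaline transporter gene SLC6A2 (-0.28), while the secretory granule gene CHGB was higher (0.29). Their median was 0.00079 after centring each array on its median, and its percentile was 4.97 with quantile normalization and 12.9 against random lists not matched on signal. Neuronal differentiation genes had a median of 0.11 (percentile 82.7), 11 of 14 being higher, with SCG2, a granule protein, at 0.26 and VGF at -0.22.

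**Figure D1:**
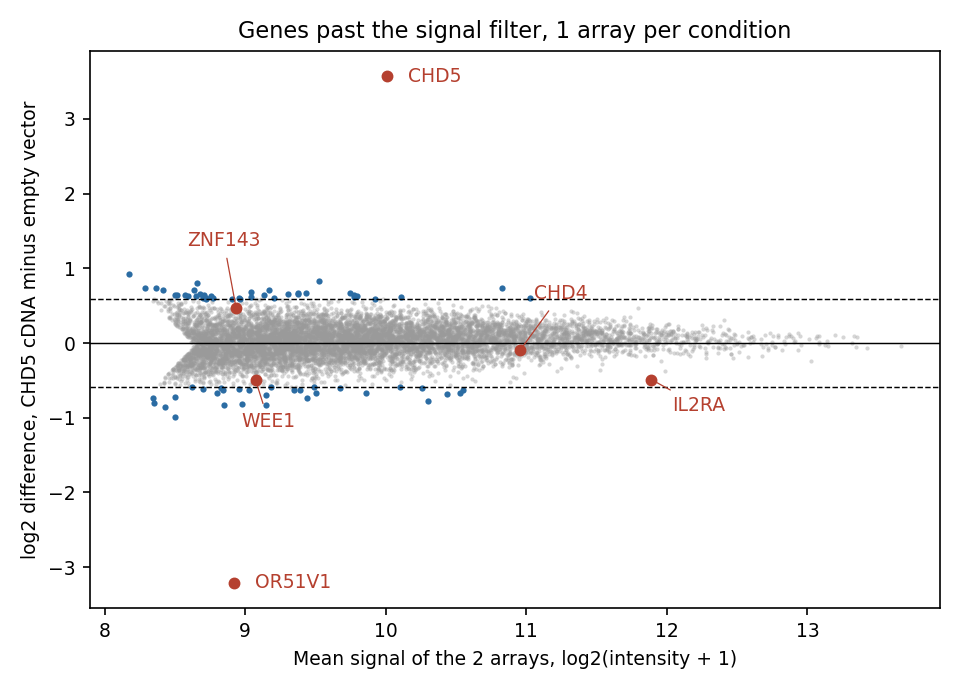
Log2 difference, CHD5 cDNA minus empty vector, against the mean log2(intensity + 1) of the 2 arrays, for the 9605 genes kept. Each point is 1 gene from 1 array per condition, dashed lines mark 1.5-fold, blue points lie at or beyond them and red points are labelled genes. CHD5 at 3.57 and OR51V1 at -3.21 lie far from all other genes.

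**Figure D2:**
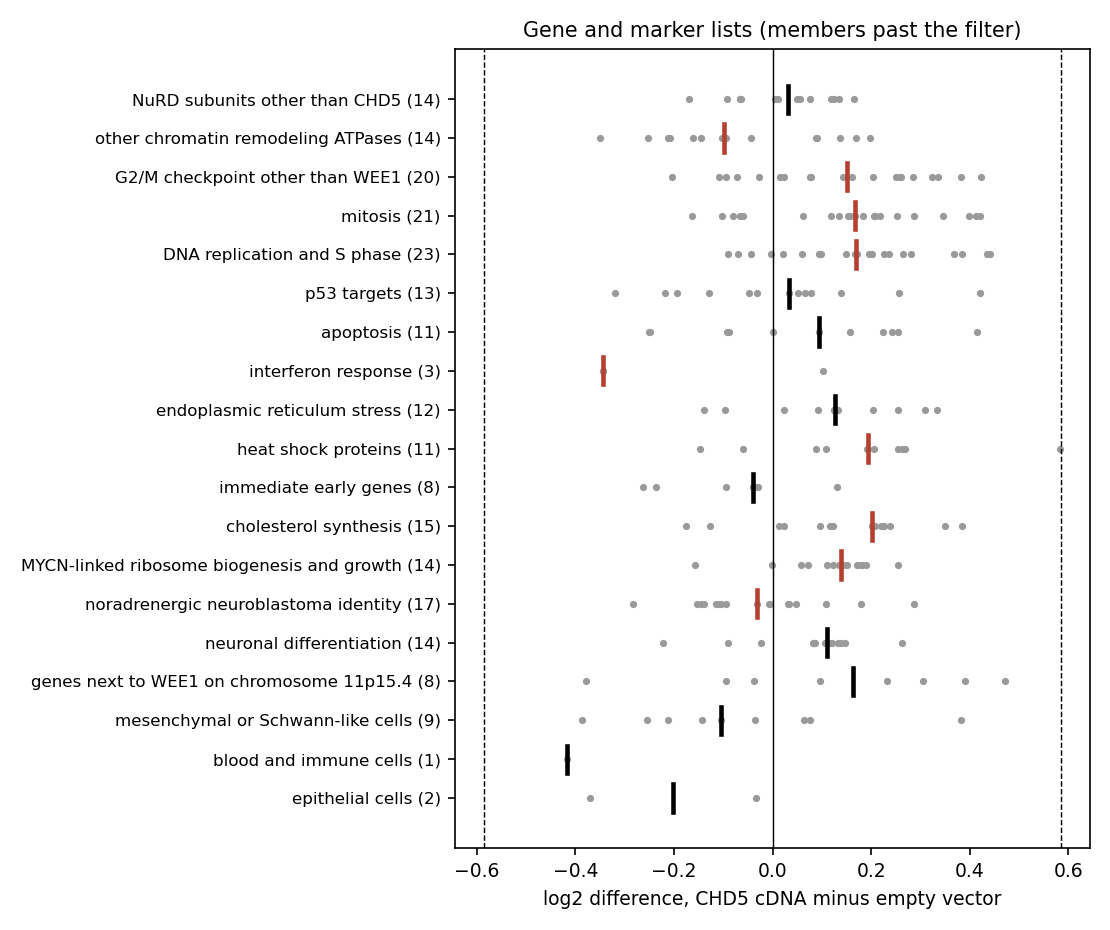
Log2 difference, CHD5 cDNA minus empty vector, for the kept members of each list, with their number in parentheses. Grey points are genes, vertical bars are list medians, and red bars are medians that lie outside the bounds set by the random lists. Dashed lines mark 1.5-fold, which no member reaches as deposited and HSPA4L passes (0.62) with each array centred on its median.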

We then identified the genes that showed changes in their expression levels following CHD5 expression. We found that the cell-cycle regulator *WEE1* was one of the genes that showed the most significant change in expression following the transfection of CHD5 (Figure S2). 

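WEE1 encodes the kinase that holds CDK1 inactive before mitosis. Averaged over its 3 probe sets, its log2 difference was -0.50 as deposited. This placed it 92nd of the 9605 genes kept when these were ordered from the largest decrease. As deposited, WEE1 lay short of 1.5-fold. The probe sets did not run together. Probe set 7938348, annotated with the RefSeq transcripts of WEE1, had a log2 difference of 0.16. Probe sets 7938364 and 7938366, which list a single cDNA clone and no RefSeq transcript, had log2 differences of -0.86 and -0.78 as deposited. Taken one by one they were 5th and 11th from the largest decrease among the 10147 gene-named probe sets kept. The CHD5 value of 7938366 is below the signal filter, so its difference is a bound and its rank is that of the deposited values. The gene average includes 7938366, so that average is a bound too. As deposited the average stayed short of 1.5-fold, and with 1 array per condition whether WEE1 passes it is not settled.
CDK1, the target of WEE1, had a log2 difference of 0.42. Of the genes of the G2/M checkpoint other than WEE1, CDK1 included, 15 of 20 were higher with CHD5, with a median of 0.15 (percentile 98.6 among the random lists), including BORA (0.38) and AURKA (0.34), which act in the activation of the mitotic kinase PLK1, and CLSPN, the checkpoint adaptor claspin (0.32). The percentile was 91.8 over the 13 genes that pass a filter at the 75th percentile of signal. The 5 lower genes of this list were ATM (-0.20), PKMYT1 (-0.11), GADD45A (-0.09), ATR (-0.07) and TOPBP1 (-0.03). The values therefore do not show a rise of the checkpoint as a whole. Genes next to WEE1 on chromosome 11 had a median of 0.16 (percentile 95.3), 5 of 8 being higher, among them ZNF143, a transcription factor (0.47), and the nuclear import gene IPO7 (0.39), whereas SCUBE2 was lower (-0.38). With the 3 dimmer neighbours included their median was -0.04.
These differences rest on 1 array per condition. The paper used these arrays to look for a candidate gene regulated by CHD5, states that WEE1 was one of the genes with the most significant change, and takes it on to qRT-PCR.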

To validate this result, we repeated the transient transfection experiments and performed quantitative RT-PCR (qRT-PCR) using primers that amplify the *WEE1* mRNA or, as a control, the 5S rRNA house-keeping gene. 

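In the microarray data, the gene average of WEE1 was 639 with the empty vector and 453 with the CHD5 cDNA, which is 29.1% lower with CHD5 as deposited. The probe set annotated with the RefSeq transcripts, 7938348, read 689 with the vector and 767 with CHD5, 11.4% higher. The other probe sets read lower with CHD5: 7938364 went from 880 to 485, 44.9% lower, and 7938366 from 431 to 249.6, at least 42.0% lower, since the latter value is below the signal filter. The spread between the highest and the lowest log2 difference of these probe sets was 1.02. Among 423 kept genes with several probe sets this spread had a median of 0.09, and 4 genes, WEE1 included, had one as large. With the probe set of the highest mean signal taken for each gene, WEE1 is higher with CHD5, since that probe set is 7938348. That choice depends on the difference itself, because on the vector array alone 7938364 is the brightest of the 3.

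**Figure D3:**
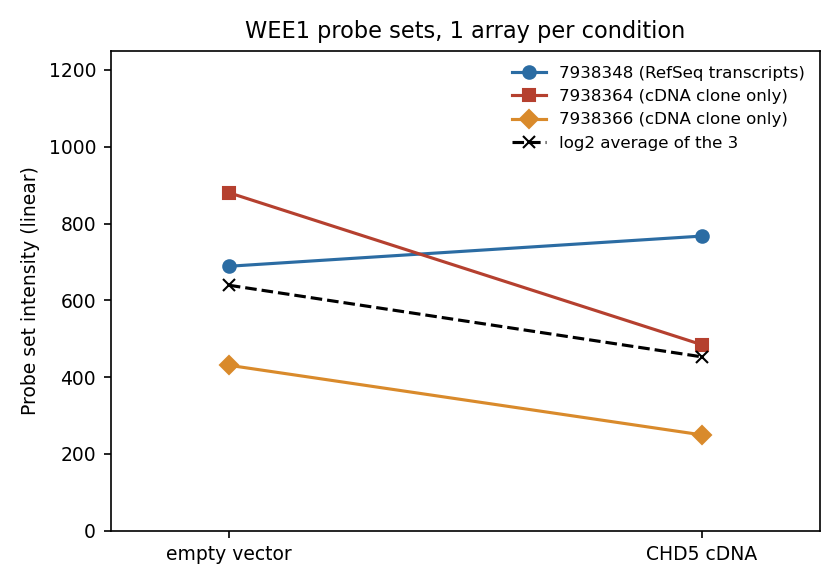
Intensity on a linear axis of the 3 WEE1 probe sets on the empty vector array and the CHD5 cDNA array, 1 array each, with the gene average as a dashed line. The RefSeq probe set goes from 689 to 767, while the pair of probe sets that list a cDNA clone alone go from 880 to 485 and from 431 to 249.6.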

As observed in the microarray analysis, the levels of the *WEE1* transcript consistently decrease by 30–40% following reintroduction of CHD5 (Figure 2A). We believe that the reduction in WEE1 transcription might have been even higher if the transfection efficiency of KELLY cells could be improved. It should also be noted that under our transfection conditions, the mRNA and protein levels of CHD4 do not change significantly, suggesting that expression of CHD5 in these cells is not sufficient to destabilize CHD4 (Figure S3A).

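On the arrays, the CHD4 probe set had an intensity of 2052 with the empty vector and 1926 with the CHD5 cDNA, a log2 difference of -0.09 or 6.15% lower. CHD3, the remaining CHD family ATPase of the NuRD complex, was at 920 and 879 (-0.07). The 14 NuRD subunits measured besides CHD5 all passed the signal filter and none differed by 1.5-fold. Their median log2 difference was 0.03, 9 being higher and 5 lower, and it lay at percentile 29.2 among the random lists. The histone deacetylases HDAC1 and HDAC2 each differed by 0.13, and the histone-binding proteins RBBP4 and RBBP7 by 0.06 and 0.16. Of the MTA proteins, the scaffold for the deacetylases, MTA1 was level (1140 and 1143), MTA2 by 0.08 and MTA3 by 0.12. MBD2, which binds methylated DNA, differed by 0.05 and MBD3, its relative in the complex, by -0.06, while GATAD2A and GATAD2B were at -0.07 and -0.17. RPA1 and RPA2, subunits of replication protein A, differed by 0.08 and 0.22.
Chromatin remodeling ATPases outside NuRD had a median of -0.10 (percentile 0.49, and 2.54 against random lists not matched on signal), with 9 of 14 lower, among them EP400 (-0.35), SRCAP (-0.25), CHD6 (-0.21) and CHD7 (-0.21). No difference of this size can be told from array to array variation with 1 array per condition.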

**Figure 2:**
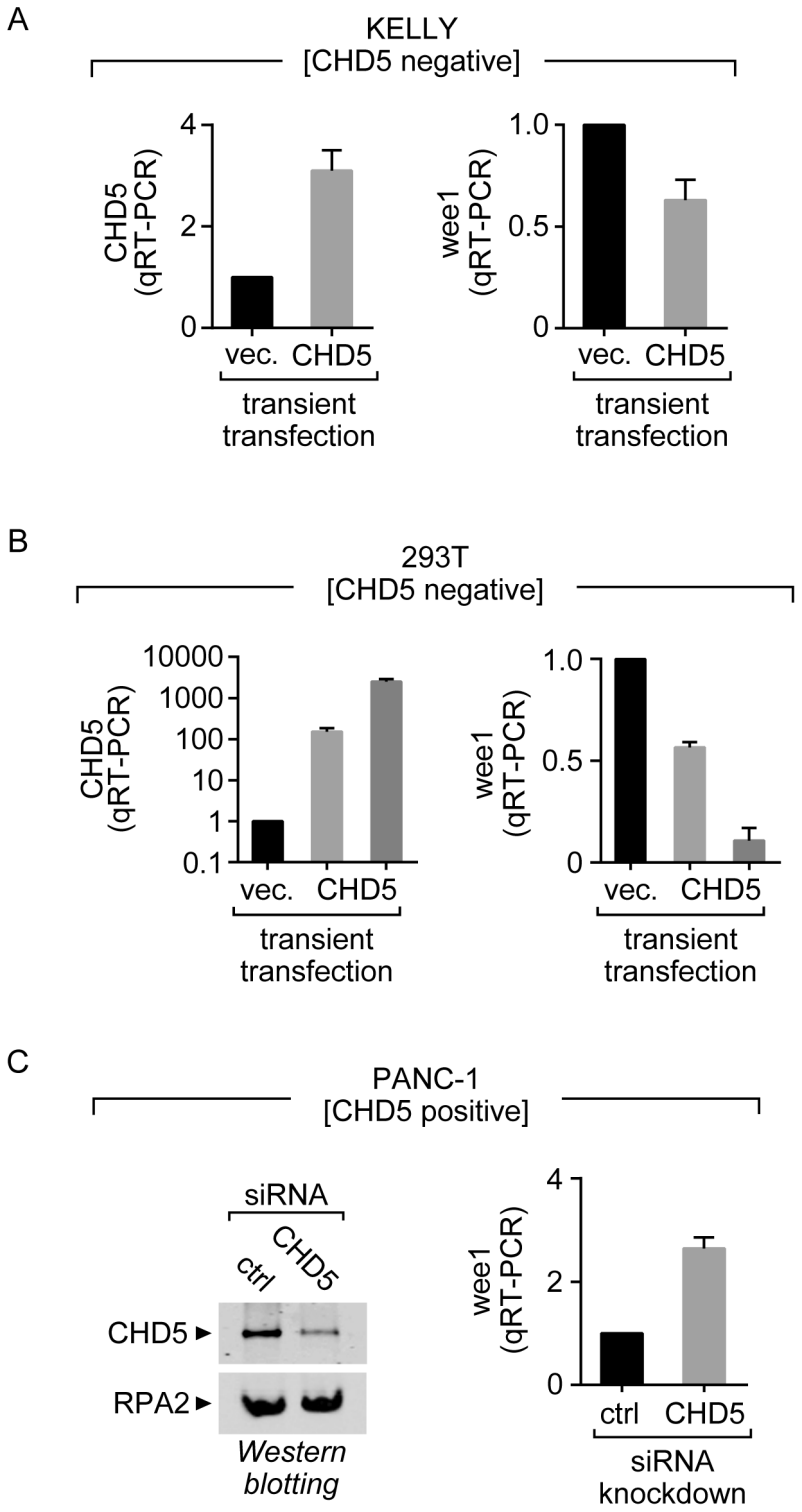
CHD5 expression leads to repression of *WEE1*. (A) The neuroblastoma line KELLY or (B) 293T-derived cells were transiently transfected with vector (vec.) or the vector containing the human CHD5 cDNA. In the case of the 293T-derived cells, two amounts of CHD5 cDNA were transfected (see Methods). Two days after transfection, the cells were harvested and total RNA was prepared. Quantitative RT-PCR was performed to monitor the levels of the *CHD5* and *WEE1* transcripts. The values shown are normalized to a 5S rRNA housekeeping transcript. (C) CHD5 levels were reduced siRNA-mediated knockdown in PANC-1 cells. As a control (ctrl), a scramble siRNA was transfected in parallel. The levels of CHD5 protein were detected by western blotting (left) and the levels of WEE1 mRNA were analyzed by qRT-PCR. Error bars represent SD [n = 3].

To further confirm that CHD5 expression leads to a decrease in *WEE1* mRNA, we repeated the transient transfection experiments using the HEK293T-derived cell line, which does not express CHD5 and has a higher efficiency of transfection than the KELLY cells. We transfected two different amounts of the CHD5 expressing plasmid into the cells and observed that the levels of CHD5 transcripts increased as more plasmid was transfected. We then analyzed the levels of *WEE1* transcripts and found that transfection of the CHD5-expressing plasmid reduced the levels of *WEE1* transcript. Further, the levels of *WEE1* transcripts in cells with high levels of CHD5 expression drop to approximately 10% of control transfected cells (Figure 2B). The almost complete loss of *WEE1* transcripts was only observed when we obtained very high transfection efficiencies, as lower levels of CHD5 transfection repress *WEE1* expression to a lesser degree. We should note that we cannot rule out the possibility that high levels of CHD5 expression could lead to other off-target effects that may contribute to the loss of *WEE1* expression. Nonetheless, using two cell lines, which do not have detectable levels of endogenously expressed CHD5, we have found that reintroduction of CHD5 leads to transcriptional repression of the candidate gene *WEE1*.

Next, we decided to further explore the connection between *WEE1* and CHD5 in cells that express CHD5 endogenously. For this analysis, we used the pancreatic cancer cell line PANC-1 [35], which expresses CHD5 at levels readily detectable by qRT-PCR and western blotting. We performed siRNA knockdown experiments to reduce the levels of CHD5 in these cells and then compared the levels of *WEE1* transcripts in the CHD5-knockdown cells to those in cells treated with a scrambled, control siRNA. We found that reducing the levels of CHD5 in the PANC-1 cells leads to a significant increase in *WEE1* transcripts (Figure 2C). It should be noted that our transient knockdown of CHD5 does not significantly affect the levels of CHD4 protein (Figure S3B). Taken together, our experiments, which use three different cell types, have shown that human CHD5 can act as a transcriptional repressor and that *WEE1* is one its target genes.

The WEE1 protein is an integral component of the G2/M checkpoint regulatory network. In normal cells, WEE1 is a ser/thr kinase that phosphorylates cyclin-dependent kinase 1 (CDK1; reviewed in [36]). Phosphorylation of CDK1 inhibits its activity and blocks entry into mitosis. It has been reported that some cancer cells, including neuroblastoma, have elevated levels of the WEE1 protein [37], [38]. The mechanism that ties *WEE1* expression to cancer growth is not well understood, although it has been suggested that WEE1 can act as an oncogene by blocking DNA damage-induced apoptosis [39]. In the case of neuroblastoma tumors, maintaining high levels of WEE1 is essential for survival, as studies have shown that neuroblastoma cells are sensitive to inhibitors of WEE1 [38].

### CHD5 is bound to the *WEE1* promoter

As mentioned above, CHD5 could either directly regulate the transcription of *WEE1* or could indirectly affect its expression by regulating other transcription factors that, in turn, modulate the expression of *WEE1*. To determine whether *WEE1* is a direct target of CHD5, we performed chromatin immunoprecipitation (ChIP) analyses of CHD5 in PANC-1 cells, which express endogenous CHD5. To identify the region corresponding to the *WEE1* promoter, we performed ChIP using anti-RNA polymerase II (pol II) antibodies, followed by quantitative PCR using sets of primers that span the 5’ end of the *WEE1* locus and the ZNF143 gene, which is approximately 115 kb upstream of *WEE1* (Figure 3A). We observed an enrichment of fragments near the 5’ end of *WEE1 and ZNF143*, indicating that these regions do contain the promoters of these two genes (Figure 3B). We then performed the ChIP analysis using anti-CHD5 antibodies and also observed enrichment of sequences near the promoter of the *WEE1* gene (Figure 3C) but not at regions flanking the promoter or at the ZNF143 promoter. We also did not observe significant enrichment of promoter sequences when pre-immune sera were used, or when anti-CHD5 antibodies were used in KELLY cells (*i.e.*, CHD5-deficient; Figure 3D). The enrichment of CHD5 at the *WEE1* promoter in PANC-1 cells implicates *WEE1* as a direct target for endogenously expressed CHD5.

**Figure 3:**
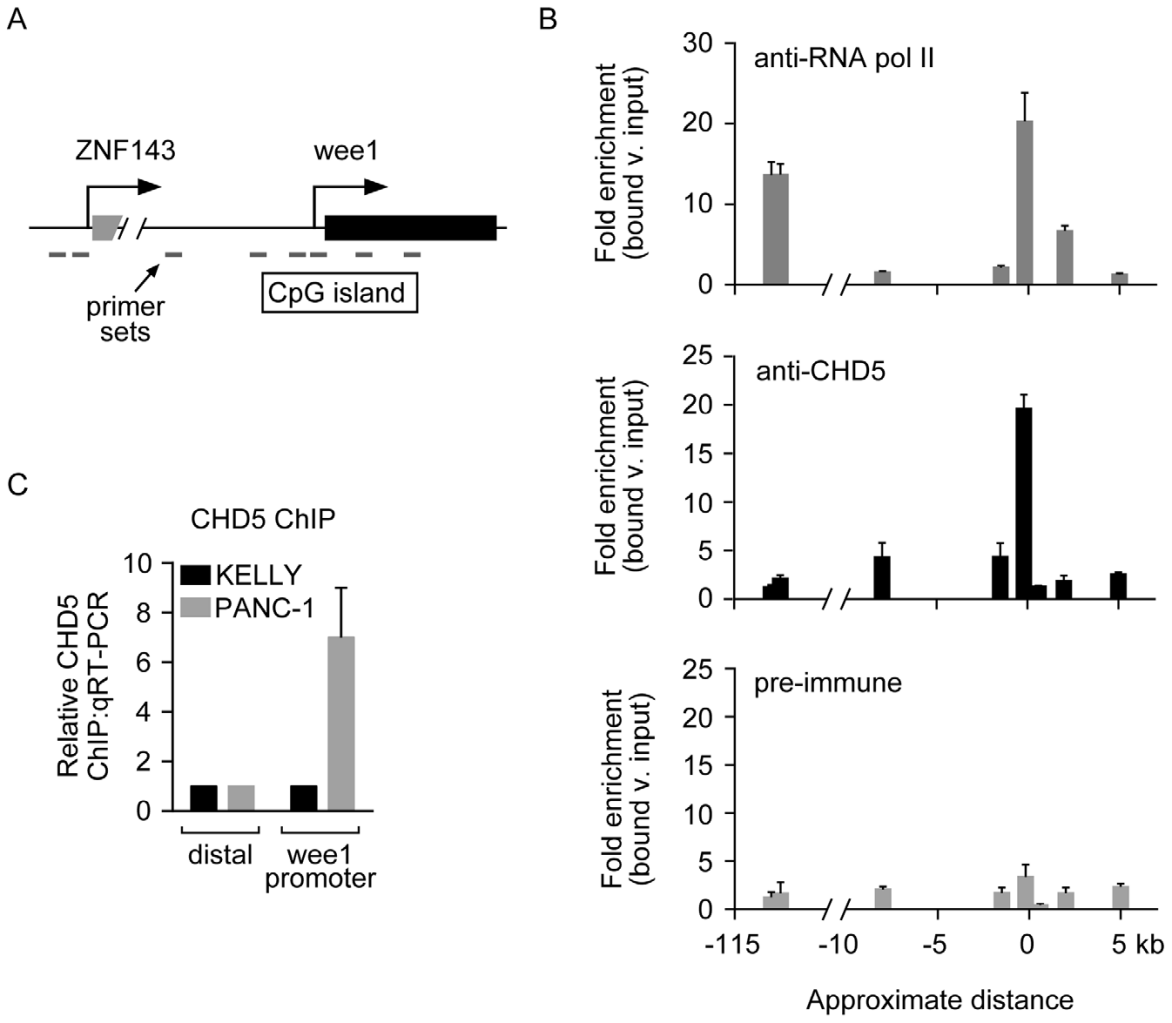
CHD5 is enriched at the *WEE1* promoter. (A) Schematic of the *WEE1* locus with the putative *WEE1* promoter and direction of transcription indicated. The promoter of the ZNF143 gene is approximately 115 kb upstream of *WEE1*. The horizontal bars depict the location of primersets used. (B) ChIP experiments using anti-RNA pol II antibodies show enrichment of RNA pol II at both *WEE1* and *ZNF143* promoters. ChIP experiments using anti-CHD5 sera indicate the enrichment of CHD5 at the *WEE1* promoter but not the ZNF143 promoter. As a negative control, ChIP experiments using pre-immune sera (pre-IgG) were performed and show no specific enrichment patterns. Values shown indicate bound v. input signals normalized to a distal intergenic region. (C) As a negative control, ChIP experiments were performed using anti-CHD5 sera and chromatin from KELLY cells (CHD5-negative). No enrichment was observed at the WEE1 promoter using KELLY cells. Error bars represent SD [n = 3].

### A catalytically-inactive mutant CHD5 fails to repress transcription

CHD5 is part of the SNF2-like family of helicase-related protein and was recently shown to be an ATP-dependent chromatin remodeling factor [4]. To determine whether the remodeling activity of CHD5 is required for its ability to repress transcription, we analyzed a catalytically-inactive mutant version of CHD5 (mut CHD5). The mut CHD5 contains a two amino acid substitution in the conserved Walker B motif (Figure 4A, top), which is required for ATP hydrolysis. We have previously shown that mut CHD5 does not hydrolyze ATP or remodel chromatin [4].

**Figure 4:**
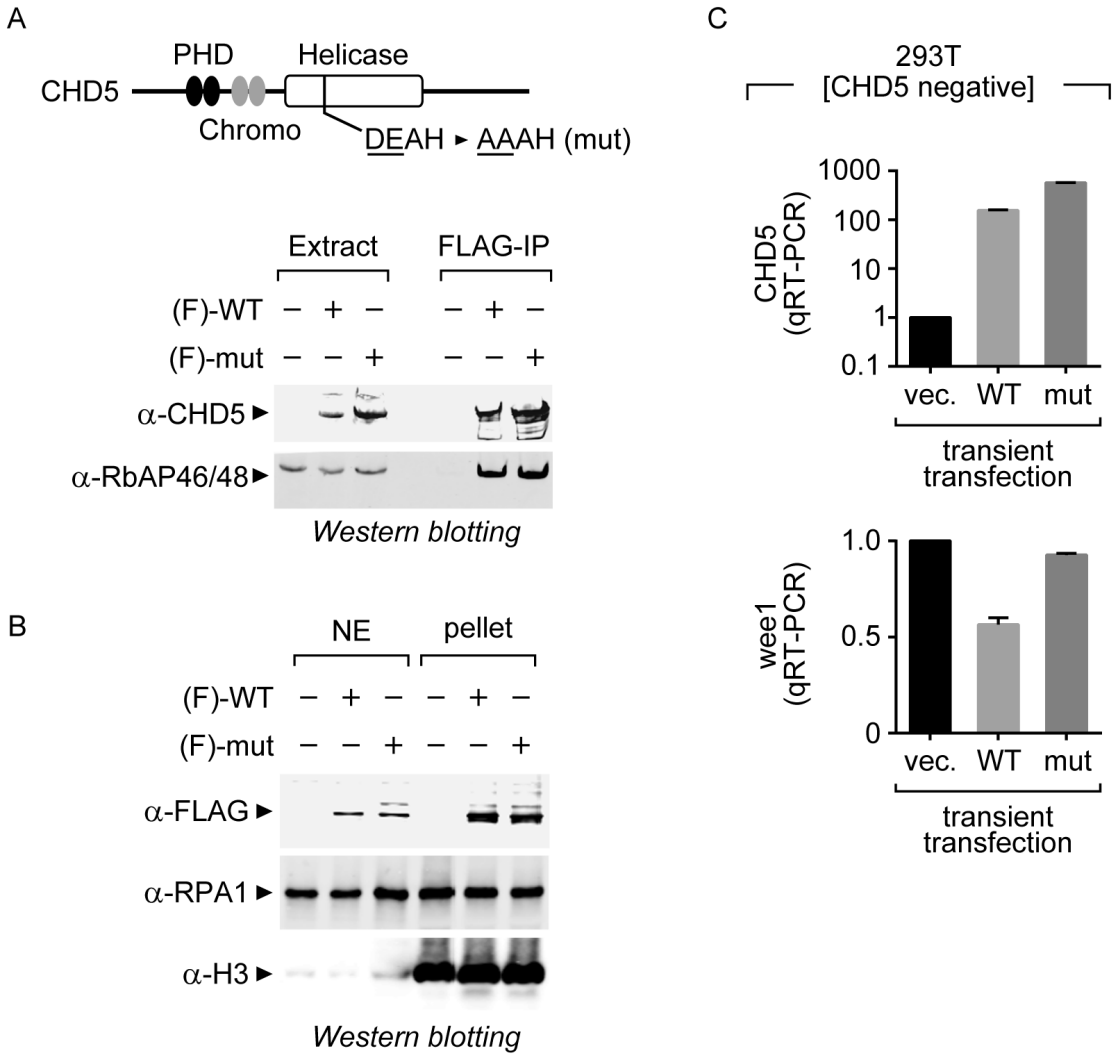
A catalytically inactive mutant CHD5 does not repress transcription. (A) Top, the mutant version of CHD5 (mut CHD5) contains a two-amino acid substitution in the Walker B motif of the ATPase domain. FLAG-tagged [F] wild-type and mut CHD5 expressing plasmids were transiently transfected into 293T-derived cells. Bottom, the CHD5 proteins were immunoprecipitated with anti-FLAG antibodies and the samples analyzed by western blotting against CHD5 or the NuRD subunit RbAP46/48. (B) Soluble, high-salt nuclear extracts or chromatin pellet extracts were prepared from stably transfected PANC-1 cells and used in western blotting assays with antibodies against the FLAG tag, the replication protein A subunit RPA1, or core histone H3. (C) Quantitative RT-PCR analysis of WEE1 transcripts after transfection of wild-type or mut *CHD5*. The expression of wild-type and mut CHD5 were also analyzed using primers against the transfected *CHD5*. The values were normalized to the 5S rRNA housekeeping transcript. Error bars represent SD [n = 3].

To first determine whether mut CHD5 associates with the NuRD complex, we transiently transfected the HEK293T-derived cells with constructs that express FLAG-tagged copies of wild-type or mut CHD5, and immunoprecipitated the CHD5 proteins using anti-FLAG antibodies (Figure 4A, bottom). We then performed western blotting against one of the NuRD subunits, RbAP46/48. Both wild-type and mut CHD5 proteins interact with RbAP46/48, suggesting that the chromatin remodeling activity of CHD5 is not required to incorporate CHD5 into the complex.

Next, we investigated whether mut CHD5 is able associate with chromatin in cells. In general, CHD5 is poorly extracted from nuclei using traditional high salt (*i.e.*, 0.42 M KCl) extraction methods. In order to fully extract CHD5 from cells, the insoluble material that remains following high salt extraction needs to be homogenized and digested with micrococcal nuclease to release the chromatin-bound proteins. To determine whether mut CHD5 has similar chromatin association properties as wild-type CHD5, we stably transfected PANC-1 cells with the FLAG-tagged wild-type or mut CHD5 constructs and prepared nuclear and solubilized pellet extracts from the cells (Figure 4B). We then performed western blotting of the extracts and found no significant difference in the extractability of wild-type and mut CHD5 proteins. While some wild-type and mut CHD5 proteins were observed in the high-salt soluble extract, most of the wild-type and mut CHD5 protein was in the MNase digested pellet fraction. As controls, we performed western blotting for the replication protein A subunit, RPA1, which is evenly distributed between soluble and pellet extracts, and histone H3, which is almost exclusively found in the pellet fraction. This finding, along with the observation that mut CHD5 is likely incorporated into the NuRD complex, suggests that the two-amino acid substitution in the mut CHD5 protein does not lead to gross changes in its solubility or conformation.

To determine whether the ATPase activity of CHD5 is required to repress transcription of *WEE1*, we transiently transfected HEK293T-derived cells with the either wild-type or mut CHD5 constructs, extracted RNA from the transfected cells, and performed a qRT-PCR analysis as described above (Figure 4C). We measured the levels of CHD5 transcripts from the transfected plasmids, as well as the endogenous levels of *WEE1* mRNA and the 5S rRNA control. We found that, unlike wild-type CHD5, the mut CHD5 was unable to repress transcription of *WEE1*, suggesting that the chromatin remodeling activity is required for the regulation of at least a subset of CHD5-dependent genes. The mechanism by which the ATP-dependent chromatin remodeling activity of CHD5 represses transcription is currently unknown. In general, many chromatin remodeling factors act to increase the accessibility of DNA to DNA-binding proteins. It is possible that the remodeling activity of CHD5 helps load the NuRD cofactors onto the DNA. CHD5 may accomplish this by unwrapping nucleosomes to allow binding of the NuRD subunits that possess DNA binding activities (*e.g.*, MBDs or MTAs) or to expose the underlying histones to the histone binding subunits (*e.g.*, HDACs and RbAP46/48). Another possibility is that the chromatin remodeling activity of CHD5 serves to enhance the binding of CHD5, which serves as a hook to lock the NuRD complex onto chromatin. We have previously shown that the affinity of CHD5 for mononucleosomes is significantly higher in the presence of ATP than in the presence of non-hydrolyzable AMP-PNP, suggesting that CHD5 remains tightly associated with remodeled nucleosomes. Thus far, we have not able to generate viable cell lines that stably express mut CHD5 at levels that are sufficient CHIP analysis and, therefore, we have been unable to determine whether the mut CHD5 binds the *WEE1* promoter.

The fact that the mut CHD5 is no more enriched in the high-salt nuclear extracts than wild-type CHD5 suggests that the activity of CHD5 may not be required for the binding of CHD5-NuRD complexes at every target. The presence of DNA and histone-binding subunits in the NuRD complex may play a major role in binding to most sites across the genome, while the activity of CHD5 may be required for only a subset of loci. If true, this model could shed light on the reason why cells like the precursor cells of the peripheral nervous system need both CHD4-NuRD and CHD5-NuRD complexes. Because the cofactors for CHD4 and CHD5 appear to be identical, the differences in the two complexes may reside exclusively with CHD4 and CHD5. Both CHD4 and CHD5 contain histone-binding chromodomains and PHD fingers, which may target CHD4 and CHD5 to distinct chromatin domains in the cell. Studies on the histone-binding properties of the chromodomains and PHD fingers of CHD4 and CHD5 have not shown clear differences between them but those studies are ongoing (*e.g.*, see [40]–[42]). It is also possible that CHD4 and CHD5 have distinct remodeling activities and that some feature of neural-cell chromatin is resistant to the remodeling activity of CHD4. This model is consistent with our previous biochemical analysis that shows that, in vitro, CHD4 does not possess the robust nucleosome unwrapping activity observed with CHD5 [4]. This is true despite the fact that CHD4 possesses a high specific activity in other remodeling assays [4]. Thus, the remodeling activity of CHD5 may facilitate the binding of the NuRD complex to sites with unusual structural features or patterns of histone and DNA modification.

In addition to demonstrating that CHD5-NuRD complexes exist in human cells and that CHD5 represses transcription, we also identified *WEE1* as a CHD5-dependent gene. Whether or not the tumor suppressor role of CHD5 is linked to *WEE1* expression is not fully clear. WEE1 acts to inhibit the cell cycle and derepression of *WEE1* expression upon loss of CHD5 should enhance the G2/M checkpoint. However, the fact that WEE1 appears to act as an oncogene in several cancers, including neuroblastoma, suggests that restricting entry into mitosis is an important step during tumor progression. Slowing entry into mitosis likely gives the dividing cells adequate time to complete S-phase and repair any DNA lesions [39]. This regulation becomes increasingly important when cells acquire MYCN amplification, which accelerates cell growth [43]. In normal cells, CHD5 acts as a tumor suppressor that is dependent on other pathways involved in cell-growth, such as p16 and p19 [7]. For example, induced expression of CHD5 in normal MEFs leads to a reduction in cell proliferation [21]. Whether CHD5 is required to regulate the levels of *WEE1* in the context of normal cell growth is not clear. On the other hand, loss of CHD5 in cancer cells may provide a selective advantage by allowing the cells to elevate their levels of *WEE1* expression. The fact that neuroblastoma cells have elevated levels of WEE1 and are sensitive to WEE1 inhibitors [38] supports this model. Expression of CHD5 in the neuroblastoma cells was previously shown to limit cell growth, although the effects were modest [21]. Similarly, we found that transient expression of CHD5 in KELLY cells can combine with a WEE1 inhibitor to further limit cell viability (Figure S4).

It is surprising that in the context of cells that have lost CHD5, the presence of the related factor, CHD4 does not appear to adequately compensate for the loss of CHD5. While it is possible that CHD4 and CHD5 have some overlapping activities, the presence of CHD4 in neuroblastoma cells suggests that the overlap is limited. It also implies at least some separation of function of the CHD4 and CHD5-containing NuRD complexes.

## Supporting Information

Figure S1 **Mass spectrometry results of the factors present in the CHD5-containing complex that was purified by tandem affinity purification from HeLa cells.** The number of unique peptides for each factor is listed.
(TIF) Click here for additional data file.

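Besides CHD5, the other 11 of the 12 genes with the largest increases on the CHD5 array were between 1.60-fold and 1.89-fold higher as deposited, and for 6 of them the vector value lay below the signal filter, so their folds are lower bounds. They were IFTAP, a gene linked to intraflagellar transport (intensity 209 with the empty vector and 396 with CHD5), the U5 spliceosomal RNA gene RNU5A-1, MNS1, a protein of sperm flagella (304 and 533), the small nucleolar RNA genes SNORA38B and SNORD116-6, XRCC4, a DNA end-joining factor (241 and 401), the hair keratin-associated gene KRTAP19-5, the kinetochore gene CENPQ (311 and 509), PIGK, which attaches GPI anchors (449 and 733), the zinc finger gene ZNF845, and ARL2BP. ARL2BP has 2 probe sets that differ: the one with a RefSeq transcript went from 1906 to 2310, and the other, which is dim, from 144 to 304.
At the other end, OR51V1 had an intensity of 1471 with the empty vector and 159 with CHD5, which is at least 9.23-fold lower, since the CHD5 value is below the signal filter. The remaining 11 of the 12 largest decreases were between 1.62-fold and 1.98-fold lower as deposited, and for 7 of them the CHD5 value lay below the filter, so these folds are lower bounds too. They were the hair keratin-associated genes KRTAP10-7 (510 and 257) and KRTAP10-4, CYP4F2, a fatty acid hydroxylase (462 and 255), the microRNA genes MIR218-2 and MIR132 (894 and 536), FAM227A, the bitter taste receptor gene TAS2R10, the small Cajal body RNA gene SCARNA7 (1651 and 963), EHMT1-IT1, a transcript within an intron of EHMT1, the pseudogene SEPTIN7P13, and ULBP2, a ligand of an activating receptor of natural killer cells (721 and 446). SEPTIN7P13 and the keratin-associated genes belong to families of similar sequence, whose probes can bind more than 1 member. The ratios are those of single arrays and have no replicate check.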

Figure S2 **Top hits from the microarray analysis of KELLY cells transiently transfected with vector or a CHD5 cDNA.** The fold change represents the signal from the CHD5 transfected cells divided by the signal from the cells transfected with the vector. CHD5 and *WEE1* (highlighted in gray) were validated by qRT-PCR. The raw data are accessible at NCBI [GEO Accession: GSE59899].
(TIF) Click here for additional data file.

Figure S3 (A) Transient expression of CHD5 at low levels in Kelly cells does not significantly affect CHD4 protein or transcript levels. (B) siRNA-mediated knockdown of CHD5 in PANC-1 cells does not affect CHD4 protein levels. The replication protein A subunit, RPA2 was used as a control.
(TIF) Click here for additional data file.

Figure S4 **Combining transient expression of CHD5 in KELLY cells with a** ***WEE1*** **inhibitor reduces cell growth.** KELLY cells were transiently transfected with vector or the CHD5 cDNA and incubated with a *WEE1* inhibitor. The relative cell count was determined by measuring the cell viability at the indicated days divided by the starting cell viability at day 0. Data are represent mean and SD [n = 3].
(TIF) Click here for additional data file.

Table S1 **Sequences of the primers used in the ChIP analyses.**
(DOC) Click here for additional data file.

# Supplementary material for: The Chromatin Remodeling Factor CHD5 Is a Transcriptional Repressor of WEE1
**Source:** PLoS One. 2014 Sep 23;9(9):e108066. doi: 10.1371/journal.pone.0108066
**Supplement:** Table S1 — Sequences of the primers used in the ChIP analyses.

ChIP primers:

| Promoter (set 1) | For: 5’– CTTTTGCCCCTCCCAGAAG –3’ |
| --- | --- |
| Promoter (set 1) | Rev: 5’– CAGCTCCGGGTTTGAAAAAA –3’ |
| Promoter (set 2) | For: 5’– ATTCGGTCCCTGGCTCTT –3’ |
| Promoter (set 2) | Rev: 5’– AGAGAGCTGGATTCGCCTAA –3’ |
| 1.5kb upstream | For: 5’– AACCCATGACAACTGTTCAACAA –3’ |
| 1.5kb upstream | Rev: 5’– GCACACTCTGTGAATTCAGGACAT –3’ |
| 2kb downstream | For: 5’– TTTGTCATCAGCCTAGGCAATCT –3’ |
| 2kb downstream | Rev: 5’– TTGAGCAAGTCGGCCAATAAA –3’ |
| 5kb downstream | For: 5’– CCAGGGTTCAAGCGATTCTC –3’ |
| 5kb downstream | Rev: 5’– GGCGCGCATCTGTAATCC –3’ |
| 8kb upstream | For: 5’– TGACCCTGCCTTCATCAAATCT –3’ |
| 8kb upstream | Rev: 5’– CCTACCCCAGTAAGAAGGGCATA –3’ |
| ZNF143 promoter (set 1) | For: 5’– GTTTAGAAAGGGCTGGGTTAAGA –3’ |
| ZNF143 promoter (set 1) | Rev: 5’– GCATTCAGTCTGGTTCCCTAAA –3’ |
| ZNF143 promoter (set 2) | For: 5’– CAGGTCTCTCTTTCTGTCCTATTT –3’ |
| ZNF143 promoter (set 2) | Rev: 5’– CAGACCAGAAGGGCTTTGT –3’ |
| Distal (chr1) Control | For: 5’– GCAAGTAGAATTAGGCAGGGTTGT –3’ |
| Distal (chr1) Control | Rev: 5’– AGGTATCTGTGTTTAGCCCTGCAT –3’ |

How the deposited data were processed for this re-analysis (not part of the article)

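KELLY neuroblastoma cells had received the empty pOZ-N vector or pOZ-N with the human CHD5 cDNA, and were measured 2 days after transfection. The paper's methods name the vectors and the Affymetrix Human Gene 1.0 ST arrays, and its results give the 2 days. The deposited samples show 1 array per condition. The values the authors deposited are probe set intensities on a linear scale from 1 to 17623. The software, background correction, probe summary and normalization behind these intensities are not given in the sources used here. The arrays have close means, 711 for the vector and 709 for CHD5, and medians of 296 and 272, which does not settle whether they were scaled to each other. An array has no sequencing depth, and with 1 array per condition the number of arrays limits the precision, no spread between replicates can be estimated and no test between the conditions was run.

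Of 33252 probe sets, 21214 are in the platform annotation used here, 19460 with 1 gene symbol and 1754 with several, and 12038 are unnamed here. Those with several genes or none were left out. Symbols were updated through the gene identifiers in NCBI's gene table for GRCh38.p14, which served for names and for which genes neighbour each other. The genome build behind the array's design is not given in the sources used here, so no coordinates are printed. Intensities were turned into log2(intensity + 1), the probe sets of each of 769 genes with several were averaged on that scale, and differences are CHD5 cDNA minus empty vector. The signal filter kept 9605 of 18417 genes, those whose higher value reached the 50th percentile of all genes on the same array. Genes at least 1.5-fold apart were counted as a rule of size. The median difference was -0.04 over all genes and 0.04 over those kept, and the standard deviation of the differences across the genes kept was 0.21, which describes genes and not replicates.

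The 16 gene lists and 3 marker lists, the signal filter, the thresholds and the rule for named genes were fixed before the data were examined. The rule names the 12 genes with the largest increase and the 12 with the largest decrease among those kept, each gene the paper names for its own cells, IL2RA, and in each list up to 4 kept members with the largest difference, from which examples are printed. NDST4, SNORD13P1 and PDPK1 were picked out after their values were seen. PTPRC, a listed marker that did not pass the signal filter, is also named outside the rule. So are the 5 lower genes of the G2/M checkpoint list. The lists cover NuRD subunits, other remodeling ATPases, the G2/M checkpoint, mitosis, DNA replication, p53 targets, apoptosis, interferon response, endoplasmic reticulum stress, heat shock proteins, immediate early genes, cholesterol synthesis, ribosome biogenesis and growth, noradrenergic identity, neuronal differentiation, genes next to WEE1, and markers of mesenchymal or Schwann-like, blood and epithelial cells. Some listed genes were not analysed here. A list's median was set among 10000 random lists of the same size drawn from 20 bins of mean signal, and was singled out at a percentile below 2.5 or above 97.5. On shuffled differences, lists of 20 genes were singled out in 5% of cases with no shift, in 47.5% with a shift of 0.1 and in 94% with a shift of 0.2 on the log2 scale.

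Alternatives were centring each array on its median, quantile normalization, removal of a loess curve of the difference on mean signal with a span of 0.3, no signal filter, a filter at the 75th percentile, the probe set of the highest mean signal for each gene, a pseudocount of 32, thresholds of 1.3-fold and 2-fold, random lists not matched on signal, and ranking by the difference divided by the spread among the 500 genes nearest in signal. Ranking probe sets one by one was added after the values were seen. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures used matplotlib 3.10.9. The other experiments of the paper, in HEK293T-derived, HeLa and PANC-1 cells, were not analysed here.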

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

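The tests named below for OR51V1 and for WEE1 were chosen after the result was seen, the criteria of both WEE1 tests and of the test on the neighbours of OR51V1 were also changed after their first results, and those for the chromosomes were chosen before.

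OR51V1 is an olfactory receptor gene that the paper's text does not discuss (Figure S2 was not analysed here). From a single probe set it had a log2 difference of -3.21, the largest decrease among the 9605 genes kept. It read 1471 on the empty vector array and 159, below the signal filter, on the CHD5 array. A larger amount of vector transcript in the empty vector cells is argued against by IL2RA, from which OR51V1 differed by -2.72 or a larger decrease, a bound because its CHD5 value is below the filter. A change shared with the olfactory receptor and globin genes beside it stays open, since the 20 nearest measured genes, with a median of -0.19, were at most 386 on the vector array and none passed the signal filter, too dim to show a decrease. A blemish on 1 array also stays open, since it has no test with 1 array per condition. The paper gives an efficiency for KELLY cells under which a minority are transfected, and states that it varied. If that held here, a loss in transfected cells alone could not lower OR51V1 by the 89.2% seen. This argues against an effect of CHD5 confined to those cells. Any other effect of CHD5 has no test with 1 array per condition and stays open.

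The WEE1 probe sets disagreed. Low signal is argued against for 7938364, which read 880 and 485, above the filter on both arrays. On the vector array it stood at percentile 76.1 of signal and was brighter than the RefSeq probe set (689). Low signal was not decided for 7938366, at percentile 52.4 on the vector array and below the filter on the CHD5 array. Independent noise of single probe sets was not decided either: when the 983 probe sets of 423 genes were dealt to genes at random, 10.9% of 10000 deals gave at least 1 gene with 2 or more probe sets at least 1.5-fold lower, and 0.01% gave the 3 observed, WEE1, PDPK1 and SEPTIN7P13. The criterion of at least 1 gene replaced that of as many as observed after the result of the latter was seen. PDPK1 and SEPTIN7P13 may have copies with shared probes, and without them the share with at least 1 such gene was 4.19%, from 8 lower probe sets that include those of WEE1. A change by CHD5 in the transcript that the clone stands for, but not in the RefSeq transcripts, was not tested and also stays open.

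The median difference of the genes kept ran from -0.06 on chromosomes 19 and 22 to 0.12 on chromosome 4, a range of 0.18, against a highest range of 0.12 in 1000 random deals of genes to chromosomes. Scaling that depends on signal strength is argued against, since 101.4% of that range was left after the loess correction. A labelling or probe composition effect that also acts on genes with little signal is a candidate explanation: across the 23 chromosomes, the medians of the 9597 placed genes kept and of the 4576 dimmest placed genes had a Spearman's rho of 0.586 (two-sided permutation p = 0.00387) and a Pearson's r of 0.575 (permutation p = 0.00443), or 0.702 without chromosomes 19 and 22, the farthest from the median. Chromosomes are not replicates of a condition, and a biological effect of CHD5 on whole chromosomes was not tested.

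Other signals that the paper's text does not discuss are given as values. NDST4, a heparan sulfate enzyme gene that did not pass the signal filter, read 38.4 and 296, a log2 difference of 2.92, and SNORD13P1, a small nucleolar RNA pseudogene, read 3.5 and 21, a difference of 2.29. Both values of each lie below the signal filter, so neither difference stands for a fold of expression. Of 19 lists, 9 had a median outside the bounds set by random lists, where 0.95 would be so by chance if genes varied independently, which genes on shared arrays do not. Those that were higher with CHD5 were the G2/M checkpoint (0.15), mitosis (0.17), DNA replication and S phase (0.17), heat shock proteins (0.19), cholesterol synthesis (0.20) and ribosome biogenesis and growth linked to MYCN (0.14). Those that were lower were the other chromatin remodeling ATPases (-0.10), the interferon response (-0.34, from 3 genes) and noradrenergic neuroblastoma identity (-0.032).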

How the results depend on the processing

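Of the 171 values of main results under the alternatives, 148 kept to within 0.1 on the log2 scale, or within 1.5 times for counts and ranks. This tally is not a measure of robustness. Centring adds the same amount to every difference, and the probe set rule cannot change genes with 1 probe set. The tolerance also exceeds some list medians: that of the NuRD subunits went from 0.03 to -0.02 after the loess correction and counted as kept. Ranking probe sets one by one was chosen after seeing the data, and why values moved was not tested unless the setting itself shows it. CHD5 was 3.44 with a pseudocount of 32, which shrinks differences of dim genes, and 3.53 to 3.62 under the scalings. WEE1 was 0.16 with the probe set of the highest mean signal and -0.46 to -0.49 under the scalings and the larger pseudocount. WEE1 ranked from the largest decrease 301st with no signal filter, 7071st with the probe set of the highest mean signal, 153rd by the difference divided by its local spread, and 5th by its lowest probe set. Genes at least 1.5-fold higher numbered 61 with centring and 70 with quantile normalization. Higher and lower genes numbered 109 and 114 with no filter, 11 and 12 with the filter at the 75th percentile, 407 and 285 at 1.3-fold, and 1 and 1 at 2-fold. With no filter, which adds dim members, the list medians were -0.11 for the interferon response, -0.037 for the genes next to WEE1 and -0.19 for blood markers. With the filter at the 75th percentile, which leaves few members, they were 0.10 for the interferon response (1 gene), -0.13 for p53 targets (5 genes) and -0.15 for immediate early genes (2 genes). The noradrenergic median was 0.00079 with centring. Of percentiles beyond the bounds, interferon (3.41 with quantile normalization, 3.87 with loess, 47.0 with no filter and 63.0 with the 75th percentile filter), noradrenergic (4.97 with quantile normalization), G2/M checkpoint (91.8) and cholesterol (95.9, both with the 75th percentile filter) and ribosome biogenesis (96.8 with no filter) came inside them, that of the genes next to WEE1 went outside (98.2 with quantile normalization, 97.9 with loess), and those of mitosis, replication, heat shock proteins and other remodeling ATPases stayed outside in the 6 settings of scaling, filter, probe set and pseudocount that can move a percentile (centring cannot). With random lists not matched on signal, the ribosome biogenesis, noradrenergic and remodeling ATPase percentiles were 95.9, 12.9 and 2.54. That of the blood and immune markers, from 1 gene, went outside the bounds, from 8.87 to 2.035.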

Differences from the paper's values

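CHD5 was 11.9-fold higher with the CHD5 cDNA than with the vector on the arrays as deposited, which may understate it because the vector value may be background. The paper's array folds, in Figure S2, were not analysed here. The paper's value in Fig. 2A, by qRT-PCR normalized to 5S rRNA in repeated transfections (n = 3), is about 3.1-fold with an SD of about 0.4, read by eye in Fig. 2A. Those are other transfections and another assay than the arrays. The fold on the arrays was 12.2 with centring, 12.3 with quantile normalization, 11.5 with the loess correction and 10.9 with a pseudocount of 32, and it was 11.9 with the probe set of the highest mean signal, so none of the alternatives set before the data were examined comes within the paper's value.

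The paper places WEE1 among the genes with the most marked change on these arrays. By the deposited average of its 3 probe sets WEE1 was 92nd of 9605 genes from the largest decrease. It was not among the 31 genes at least 1.5-fold lower. That average is a bound, since it includes 7938366, whose CHD5 value is below the signal filter, so neither result is exact. When probe sets were ranked one by one, a setting chosen after seeing the values, its lowest probe set was 5th of 10147. The paper also states that WEE1 was lower on the arrays as by qRT-PCR. Here the gene average was 29.1% lower as deposited, while the probe set annotated with the RefSeq transcripts was 11.4% higher. The paper's range for WEE1 is 30 to 40% lower, by qRT-PCR in repeated transfections, another assay on other samples than the arrays, from which the gene average differs by less than 1.5 times, except with the probe set of the highest mean signal over both arrays, where WEE1 is higher. That choice depends on the difference itself, since the probe set brightest on the vector array is 7938364, which was 44.9% lower.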

Other observations

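By class of RNA, the 13 microRNA genes kept were all lower on the CHD5 array, with a median log2 difference of -0.53, and 69 of 89 long noncoding RNA genes were lower, with a median of -0.22. The 68 small nucleolar RNA genes had a median of -0.14, with 43 lower, and the 9261 protein-coding genes a median of 0.04. Going the other way, 4 of 24 pseudogenes were lower, with a median of 0.26, and 4 of 11 small nuclear RNA genes, with a median of 0.20, while 121 transcribed pseudogenes had a median of -0.02. These classes were compared after the values were seen, and the whole-transcript arrays read the long precursors of microRNAs and not the mature forms.

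Kept markers of other cell types lay within 1.5-fold as deposited. Of 9 measured blood and immune genes 1 was kept, NKG7 (-0.42, percentile 8.87, and 2.035 against random lists not matched on signal). The CHD5 value of NKG7 is below the signal filter, so its difference is a bound and its percentiles are those of the deposited values. PTPRC, the common leukocyte antigen, had an intensity of 54.3 with the vector and 47.5 with CHD5. Of 10 epithelial genes 2 were kept, KRT14 (-0.37) and KRT8 (-0.03), with a median of -0.20 (percentile 8.17). Mesenchymal or Schwann-like markers had a median of -0.10 (percentile 5.81), 6 of 9 being lower, with FOSL1, a mesenchymal transcription factor, at -0.39 and FN1, fibronectin, at -0.26, and the surface glycoprotein CD44 at 0.38. CDKN2A did not pass the signal filter, at 235 and 249.

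ZNF143, whose promoter the paper uses as a control for CHD5 binding in PANC-1 cells, had a log2 difference of 0.47 in KELLY cells, from an intensity of 415 to 576, and between 0.44 and 0.52 across the scalings, probe set rule and pseudocount. It ranked 136th from the largest increase.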
